# Regulation Network of Colorectal-Cancer-Specific Enhancers in the Progression of Colorectal Cancer

**DOI:** 10.3390/ijms22158337

**Published:** 2021-08-03

**Authors:** Bohan Chen, Yiping Ma, Jinfang Bi, Wenbin Wang, Anshun He, Guangsong Su, Zhongfang Zhao, Jiandang Shi, Lei Zhang

**Keywords:** colorectal-cancer-specific enhancer, long-range interaction, Hi-C, HiChIP, TAD

## Abstract

Enhancers regulate multiple genes via higher-order chromatin structures, and they further affect cancer progression. Epigenetic changes in cancer cells activate several cancer-specific enhancers that are silenced in normal cells. These cancer-specific enhancers are potential therapeutic targets of cancer. However, the functions and regulation networks of colorectal-cancer-specific enhancers are still unknown. In this study, we profile colorectal-cancer-specific enhancers and reveal their regulation network through the analysis of HiChIP data that were derived from a colorectal cancer cell line and Hi-C and RNA-seq data that were derived from tissue samples by in silico analysis and in vitro experiments. Enhancer–promoter loops in colorectal cancer cells containing colorectal-cancer-specific enhancers are involved in more than 50% of the topological associated domains (TADs) changed in colorectal cancer cells compared to normal colon cells. In addition, colorectal-cancer-specific enhancers interact with 152 genes that are significantly and highly expressed in colorectal cancer cells. These colorectal-cancer-specific enhancer target genes include *ITGB4*, *RECQL4*, *MSLN*, and *GDF15*. We propose that the regulation network of colorectal-cancer-specific enhancers plays an important role in the progression of colorectal cancer.

## 1. Introduction

Colorectal cancer is the world’s fourth most deadly cancer [1]. Previous studies on colorectal cancer have indicated that the sequential accumulation of genetic mutations and chromosomal instability are the most important reasons for the occurrence and development of colorectal cancer [2]. A typical genomic event in the initiation of colorectal cancer is *APC* mutation, followed by *RAS* activation or the function loss of *TP53* [1]. Additionally, the *MAPK*, *WNT*, *PI3K*, and TGF-β signaling pathways have been reported to play important roles in the initiation and progression of colorectal cancer [2,3]. Chromosomal changes including deletion, amplification, and translocation induce alterations in gene expression and function that may further initiate colorectal cancer. Studies on higher-order chromatin structures have revealed that long-range gene regulation networks are important in modulating biological processes in cells [4,5,6]. Further studies on gene regulation networks may help to unveil the occurrence and progression mechanisms of colorectal cancer.

Gene regulatory elements such as enhancers or silencers can regulate multiple target genes through higher-order chromatin structures [7,8] and functions in gene regulation networks in cancer cells (Figure 1). Mutations in gene regulatory elements and changes in higher-order chromatin structures are related to gene transcription and cancer progression [8,9,10]. A previous study revealed reorganizations of chromatin structures in colorectal cancers in comparison to normal colons, and the topological changes of chromatins were found to restrain the malignant progression of colorectal cancers [11]. In addition, changes of higher-order chromatin structures in colorectal cancer cells are accompanied by epigenetic changes such as alterations in DNA methylation [11,12]. These epigenetic changes are associated with changes in the binding of transcription factors and the activation of some gene regulatory elements such as enhancers. Some enhancers are activated in cancer cells but not in normal cells [13]. These “cancer-specific enhancers” may regulate several target genes through higher-order chromatin structures and play roles in cancer progression. These cancer-specific enhancers are potential therapeutic targets of cancer. However, how colorectal-cancer-specific enhancers function in cancer initiation and progression is still not very clear.

In this paper, we show the profiles of colorectal-cancer-specific enhancers and their gene regulation networks through the mining of databases and the combination analysis of Hi-ChIP data that were derived from a colorectal cancer cell line and Hi-C and RNA-seq data that were derived from tissue samples. The results of this study suggest that colorectal-cancer-specific enhancers can regulate multiple target genes including cancer-driver genes, as well as that genes regulated by these colorectal-cancer-specific enhancers are associated with the occurrence and development of colorectal cancer.

## 2. Results

### 2.1. H3K27ac Profiles Define Colorectal-Cancer-Specific Enhancers

H3K27ac is a well-characterized histone modification marker of active enhancers [14]. To identify colorectal-cancer-specific enhancers, we analyzed published H3K27ac CHIP-seq datasets from seven colorectal cancer datasets and ten normal tissue datasets from Roadmap Epigenomics [15], ENCODE [16], and a previously published study [17]. Unsupervised hierarchical clustering was performed on H3K27ac enrichment loci, identifying 10 clusters from the 59 samples (7 colorectal cancer samples, 10 normal colon samples, 8 brain samples, 5 ESC samples, 4 IPS samples, 13 blood samples, 4 heart samples, 2 melanocyte samples, 4 muscle samples, and 2 fibroblast samples from Roadmap Epigenomics [15], ENCODE [16], and a previously published study [17]) (Figure 2A) and showing that the distribution pattern of enhancers is highly tissue-specific, which is consistent with previous studies [13]. We identified 21,132 normal colon-tissue-specific enhancers and 11,463 colorectal-cancer-specific enhancers, and the *t*-distributed stochastic neighbor embedding (*t*-SNE) analysis indicated that colorectal cancer enhancer profiles are distinct from normal colon tissue enhancers (Figure 2B). In addition, we identified 763 super enhancers among the colorectal-cancer-specific enhancers (Figure 2C). Some of these super enhancers are associated with oncogenes, such as *EPHA2*, *LIF*, *ID1*, *SMAD7*, *BMP4*, *FOXA1*, and *NOTCH1*. Super enhancers are characterized as large clusters of enhancers in close proximity, and they are required for the maintenance of cell identity [14,18].

### 2.2. HiChIP Identifies Chromatin Interactions Containing Colorectal-Cancer-Specific Enhancers

The positions of colorectal-cancer-specific enhancers are shown in Figure 3A; these colorectal-cancer-specific enhancers are evenly distributed on each chromosome (Figure 3A). To identify the regulation network of colorectal-cancer-specific enhancers, HiChIP for H3K27ac was performed in the HCT116 colorectal cancer cell line. 

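HCT116 is an established human colorectal carcinoma cell line. In HiChIP, nearby chromatin fragments are ligated and then immunoprecipitated, here with an H3K27ac antibody. This is meant to enrich read pairs for contacts of chromatin that carries this mark of active enhancers and promoters. How far the mark was enriched in these libraries was not tested here. The data comprised 2 replicates of 1 condition, which are numbered without a statement of whether they came from separate cultures. For each replicate, the authors deposited raw counts of the paired-end tags that join a pair of anchors on the same chromosome, without normalization. These counts came from Hi-C-Pro and hichipper, and the paper's text names neither their versions nor the anchor settings or the genome build used for HiChIP. Positions were read as hg19, the build named for the ChIP-seq data, because the anchors of every nuclear chromosome ended within the hg19 chromosome lengths. The counts summed to 1885481 in replicate 1 and 2131466 in replicate 2. Counts that joined an anchor with itself made up 16.0% of the total in replicate 1 (exact 95% binomial interval, 15.97 to 16.08%) and 14.2% in replicate 2 (14.14 to 14.23%), and they were left out. Both replicates used the same set of 250223 anchors, of which 248771 (99.4%) had counts in both. The anchors did not overlap one another, had a median width of 2541 bp and ranged from 1153 to 53372 bp. They covered 28.3% of the sequenced bases of the genome. Interaction loops were taken as pairs of different anchors with midpoints up to 2 Mb apart, which gave 1017526 loops in replicate 1 and 1156897 in replicate 2. Most of these loops had a count of 1, namely 88.7% in replicate 1 and 87.9% in replicate 2, and the highest count was 46 and 60, respectively. Of all loops of replicate 1, 19.7% were also found in replicate 2, and 17.4% of the loops of replicate 2 were found in replicate 1. When both anchors were shifted along the chromosome by 50 anchors at about the same distance, 13.5% and 11.9% were found. Among loops with counts of at least 5, these shares were 92.6% (exact 95% binomial interval, 91.8 to 93.3%) and 89.2% (88.4 to 89.9%), compared with 46.5% and 41.8% for the shifted pairs. The shifted pairs were matched for distance but not for anchor depth. From distance alone, the median expected counts of these loops were 0.706 and 0.809 in replicates 1 and 2. From distance and anchor depth, they were 2.05 and 2.21. The gap to the shifted pairs therefore cannot separate specific loops from deep anchors. Over the 3189 loops with summed counts of at least 10, the replicates differed slightly more than sampling noise (chi-square test of these libraries, chi-square per degree of freedom 1.05, p = 0.0303). Over the 428 loops with summed counts of at least 20, they did not (same chi-square test, p = 0.761). All intervals cover counting error only.

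**Figure D1:**
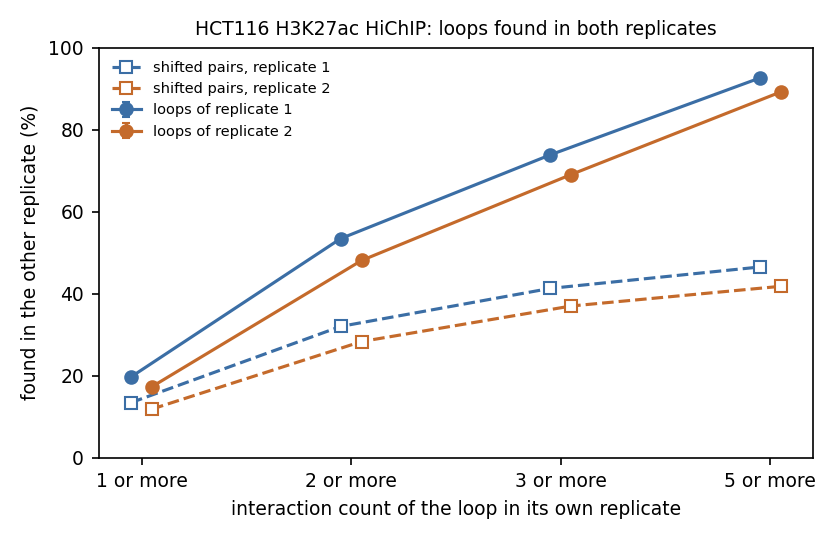
Percentage of HiChIP loops found in the other replicate (y axis) against the minimum count in the loop's own replicate (x axis). Filled circles are loops of replicate 1 (blue) and replicate 2 (orange) with exact 95% binomial intervals. Open squares with dashed lines are the shifted anchor pairs, which were not matched for anchor depth. From a count of 1 or more to 5 or more, the share rises from 19.7% to 92.6% in replicate 1 and from 17.4% to 89.2% in replicate 2.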

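On chromosome 1, 93032 loops were detected in replicate 1 and 105497 in replicate 2, a mean of 99264.5 ± 8814 (SD, n = 2). They made up 9.14% and 9.12% of all loops of the respective replicate. The number depended most on the minimum count, as 11539.5 loops per replicate on average had counts of at least 2 and 490.5 had counts of at least 5. When the counts of both replicates were summed, a setting chosen after the data were seen, chromosome 1 had 180296 loops. Loops were counted whichever features their anchors held, since the lists of enhancers and super enhancers were not used here.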

The HiChIP data indicated interaction loops between enhancers/super enhancers and other chromatin fragments (in Figure 3B,C, interaction loops in chromosome 1 are shown as examples). Additionally, colorectal-cancer-specific enhancers/super enhancers interact with several chromatin fragments, including some long-range chromatin regions (in Figure 3D,E, the interaction loops in chromosome 1 are shown as examples). 

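The loops of the HiChIP data as a whole had a median length of 143 kb in replicate 1 and 149 kb in replicate 2, measured between the midpoints of the anchors. Loops of less than 100 kb made up 42.9% ± 0.569 (SD, n = 2) of all loops, with 43.3% in replicate 1 and 42.5% in replicate 2. Loops of 20 kb or more made up 81.8% ± 0.660 (SD, n = 2). Both shares changed with the minimum count by far more than the spread between replicates. With counts of at least 2, 83.8% of the loops were shorter than 100 kb and 44.6% reached 20 kb. With counts of at least 5, 96.7% were shorter than 100 kb and 19.0% reached 20 kb. Without the upper limit of 2 Mb, the share of loops shorter than 100 kb was 30.8%. When the counts of both replicates were summed, 39.0% of the loops were shorter than 100 kb and 85.2% reached 20 kb. Loops that contain colorectal-cancer-specific enhancers were not separated from the others here, so their lengths were not compared.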

Most of the interaction loops that contain colorectal-cancer-specific enhancers are less than 100 kb in length and include more short-range interactions than the random interaction loops from the HiChIP data (Figure 3F,G). In addition, the interaction loops that were measured to be more than 100 kb in length—which have lower proportions (Figure 3F,G), but longer interaction loops (>100 kb)—that contain colorectal-cancer-specific enhancers did not have a significantly lower proportion (Figure 3F,G), which suggests that more long-range interactions are associated with colorectal-cancer-specific enhancers. 

### 2.3. Change in TAD Boundaries in Colorectal Cancer Cells Compared to Normal Colon Cells

A comparison to normal colon cells and an analysis of Hi-C data in colorectal cancer cells and normal colon cells [11] showed that about 65% of the boundaries of TADs changed in colorectal cancer cells (Figure 4A–F). The boundary-changed TADs were divided into six categories—expand (Figure 4A), narrow (Figure 4B), fusion (Figure 4C), split (Figure 4D), appear (Figure 4E), and disappear (Figure 4F)—that represent six kinds of change patterns of TAD boundaries in colorectal cancer cells compared to normal colon cells. Previous studies have indicated that gene transcription is correlated with insulation at TAD boundaries [6,11]. Expand, fusion, and appearing TADs in colorectal cancer cells are associated with more interactions between enhancers and genes, whereas split, narrow, and disappearing TADs are associated with less interactions between some enhancers and genes in colorectal cancer cells. The sixty-five percent of changed TADs in colorectal cancer cells in comparison to normal colon cells suggests global alterations of gene regulations in colorectal cancer cells. We noticed that more than 50% (51–86%, except for the disappear group, which is 24%) of these changed TADs contain colorectal-cancer-specific enhancers (Figure 4A–F), which suggests important roles for colorectal-cancer-specific enhancers in the alterations of the gene regulation network. 

### 2.4. Transcriptome Change in Colorectal Cancer Cells Is Associated with Colorectal-Specific Enhancers

To determine whether the transcription change of genes in colorectal cancer cells is associated with colorectal-specific enhancers, we analyzed the transcriptome data of colon tissues (*n* = 349) and colorectal cancer tissues (*n* = 275) from TCGA. We found 4714 genes to be significantly upregulated (fold change > 1.5; q < 0.01) and 4924 genes to be significantly downregulated (fold change > 1.5; q < 0.01) in colorectal cancer tissue (Figure 5A). The combination analysis of RNA-seq and HiChIP data identified 152 genes that are significantly upregulated (fold change > 1.5; q < 0.01) in colorectal cancer tissue and have comparatively high interaction signals (interaction counts ≥ 5) with colorectal-cancer-specific enhancers (Figure 5B). These genes are potential target genes that are directly regulated by colorectal-cancer-specific enhancers. 

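Counts of 5 or more were rare among the HiChIP loops. They were found for 5019 loops in replicate 1 (0.493%, exact 95% binomial interval 0.480 to 0.507%) and for 6892 loops in replicate 2 (0.596%, 0.582 to 0.610%), a mean of 0.544% ± 0.0725 (SD, n = 2). When the counts of both replicates were summed, a setting chosen after the data were seen, 28962 of 1973472 loops (1.47%) reached 5. The counts drawn in Fig. 6 equalled such sums in 19 of 19 loops. Of the loops with sums of at least 5, 96.2% were found in both replicates, as many as a random split of their counts gives (96.2%), and 1908 had counts of at least 5 in each. Each anchor pair was also compared with the count expected from its distance and from the depth of its anchors, by a one-sided Poisson test with Benjamini-Hochberg adjustment over 51094602 anchor pairs. At an adjusted p-value under 0.01, 4 loops exceeded this expectation in replicate 1 and 10 in replicate 2, of which 1 was shared. The shared loop joined 57859952–57865626 and 57905285–57909255 on chromosome 17 (hg19), both overlapping VMP1, with counts of 46 and 51 in replicates 1 and 2 against expected counts of 7.28 and 7.39. With an expectation from distance alone, 1314 loops exceeded it in replicate 1 and 1813 in replicate 2, of which 621 were shared. The depth limits this test, since in counts simulated for chromosome 1 of replicate 1 it found 26 of 200 pairs that were raised 10-fold and 118 of 200 that were raised 20-fold. The enhancer list and the RNA-seq data were not used here, so target genes were not counted.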

About 79% of the interactions between colorectal-cancer-specific enhancers and target genes are long-range (≥20 kb) interactions (Figure 5C). A pathway and process enrichment analysis by Metascape [19] showed that potential target genes of colorectal-cancer-specific enhancers are enriched in the RNA catabolic process, the α6β1α6β4 integrin pathway, and the regulation of cyclin-dependent protein serine/threonine kinase activity (Figure 5D). These pathways or biological processes are associated with colorectal cancer progression [20,21,22,23,24]. 

*ITGB4* encodes integrin subunit β4 and is involved in the α6β1 α6β4 integrin pathway. HiChIP data showed that *ITGB4* is regulated by a colorectal-cancer-specific enhancer (Figure 6A), and RNA-seq data showed that *ITGB4* is upregulated (fold change = 2.31) in colorectal cancer tissue, suggesting the regulation of *ITGB4* by colorectal-cancer-specific enhancers. 

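ITGB4 (ENSG00000132470.14_13) lies on the plus strand of chromosome 17 (hg19), and its canonical transcript spans 73717539–73753899 with 40 exons. The anchor at the shaded enhancer spans 73715770–73723900, and it also holds the transcription start site of ITGB4 and overlaps exons 1 to 5, so a contact of the enhancer and of the promoter cannot be separated at this anchor. It had loops with 3 anchors in the body of ITGB4. The loop to 73734189–73737663 (exons 19 to 23), at 16.1 kb, had a count of 4 in each replicate (exact 95% Poisson interval, 1.09 to 10.2). The summed count was 2.90 times the count expected from distance and anchor depth (1.25 to 5.71). It was 2.27 times when the count of the pair was kept in the depth of its own anchors, and its interval then held the expected count. The ratio was 3.28 in replicate 1 (0.893 to 8.39) and 2.63 in replicate 2 (0.718 to 6.75), so with either replicate alone the count was within the expected range. The loop to 73739553–73743336 (exon 26), at 21.6 kb, had counts of 3 and 1 in replicates 1 and 2, and its ratio to the expected count was 1.62 (0.441 to 4.15). The loop to 73744703–73749731 (exons 27 to 32), at 27.4 kb, had counts of 2 and 1, with a ratio of 1.58 (0.326 to 4.62). At this depth, the latter loops could not be distinguished from their expected counts. In the 5 Mb around ITGB4, 3.91% of the loops had summed counts of at least 5, compared with a median of 1.21% over 501 windows of the genome. The region had 22.1 summed counts per anchor, and the windows were not matched for this depth. Windows of like depth elsewhere had similar shares. One at 45 to 50 Mb of chromosome 17 had 3.96% at 21.2 counts per anchor. Another at 85 to 90 Mb of chromosome 16 had 3.56% at 21.4. From the HiChIP loops and the higher expression of ITGB4 in colorectal cancer tissue, which was not analysed here, the paper proposes that ITGB4 is regulated by colorectal-cancer-specific enhancers.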

Mutations and aberrant expression of cancer-driver genes affect key cellular functions and induce cancer occurrence. *RECQL4* is a cancer-driver gene [25] and potential target gene that is regulated by colorectal-cancer-specific enhancers (Figure 6B). In addition, *RECQL4* is one of the most often mutated genes in colorectal cancer [26], and it is upregulated (fold change = 4.10) in colorectal cancer tissues. The colorectal-cancer-specific enhancer is about 15 kb away from the *RECQL4* promoter, and HiChIP data showed interactions between colorectal-cancer-specific enhancers and *RECQL4* (Figure 6B). In addition, *MSLN* and *GDF15* were found to be significantly upregulated (fold change = 12.24 for *MSLN* and fold change = 14.76 for *GDF15*) in colorectal cancer tissues, as well as to interact with colorectal-cancer-specific enhancers in colorectal cancer cells (Figure 6C, D). 

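RECQL4 (ENSG00000160957.15_10) lies on the minus strand of chromosome 8 (hg19) at 145736671–145743217 and has 22 exons. The shaded enhancer fell in an anchor of 13.8 kb at 145723680–145737476, which also holds the transcription start sites of GPT and MFSD3 and overlaps exons 20 to 22 of RECQL4. The promoter anchor at 145739761–145743918 overlaps exons 1 to 10 of RECQL4 and holds the transcription start sites of RECQL4 and LRRC14. The loop between these anchors had a count of 6 in replicate 1 (exact 95% Poisson interval, 2.20 to 13.1) and 5 in replicate 2 (1.62 to 11.7), a mean of 5.5 ± 0.707 (SD, n = 2). The anchors were 11.3 kb apart between midpoints, 2.28 kb between inner edges and 20.2 kb between outer edges. Relative to the expected count, the ratio was 3.36 in replicate 1 (1.23 to 7.32) and 1.43 in replicate 2 (0.465 to 3.35). The ratio of the summed count was 2.10 (1.05 to 3.76), and 1.47 with the count of the pair kept in the anchor depth. With replicate 2 alone, the count was therefore within the expected range. In the surrounding region, within 2.5 Mb of the gene, 5.06% of the loops had summed counts of at least 5. This region was deep, with 22.7 summed counts per anchor.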

Mesothelin (MSLN) is reportedly associated with the prognosis of colorectal cancer [27], and growth differentiation factor 15 (GDF15) is reportedly associated with the recurrence and 5-fluorouracil resistance of colorectal cancer [28,29,30]. ChIP and HiChIP data showed that several colorectal-specific enhancers interact with *MSLN* and *GDF15*, and some of these enhancers interact with *MSLN* or *GDF15* through long-range chromatin interactions (>20 kb) (Figure 6C,D).

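MSLN (ENSG00000102854.16_10) lies on the plus strand of chromosome 16 (hg19) at 810734–818862, and its promoter anchor at 808508–813811 overlaps exons 1 to 5. This anchor was joined to the anchors of both shaded enhancers, which overlap no protein-coding gene. The loop to 795670–798743, at 14.0 kb, had counts of 2 and 3 in replicates 1 and 2, and the summed count was 1.95 times the expected count (exact 95% Poisson interval, 0.634 to 4.56). The loop to 832821–834718, at 22.6 kb, was not found in replicate 1 and had a count of 1 in replicate 2, with a ratio of 0.794 (0.0201 to 4.42). When anchors along the whole gene body were included, MSLN had 4 loops with the shaded enhancers in place of 2, and the mean of their summed counts per replicate rose from 3 ± 1.41 (SD, n = 2) to 7.5. Most of the added counts came from the loop between 816365–829861, an anchor of 13.5 kb that overlaps exons 13 to 18 of MSLN and also MSLNL, and 832821–834718, at 10.7 kb. Its counts were 3 and 4, and its ratio was 3.32 (1.34 to 6.84), or 2.04 with the count of the pair kept in the anchor depth. The loop from the same anchor to 795670–798743 had a count of 1 in each replicate. GDF15 (ENSG00000130513.7_8) lies on the plus strand of chromosome 19, with the canonical transcript at 18496968–18499986. Its promoter anchor at 18495383–18499586 overlaps both exons and is itself shaded as an enhancer. The loop to 18474521–18477344 in PGPEP1, at 21.6 kb, had counts of 3 and 5, and its ratio was 2.73 (1.18 to 5.37). The loop to 18483180–18485771, at 13.0 kb, also had counts of 3 and 5, with a ratio of 1.07 (0.463 to 2.12). The loop to 18489517–18492357, at 6.55 kb, had counts of 8 and 10, with a ratio of 1.77 (1.05 to 2.80). With the count of the pair kept in the anchor depth, the ratios of these GDF15 loops were 2.14, 0.878 and 1.11, respectively. The anchors at 18483180–18485771 and 18489517–18492357 overlap longer annotated transcripts of GDF15, upstream of the canonical one. Summed counts of at least 5 were found for 3.98% of the loops within 2.5 Mb of MSLN and 2.64% around GDF15. Over the 10 loops between shaded enhancers and ITGB4, GALK1, RECQL4, MSLN or GDF15, without the added loops of the MSLN gene body, 9 were found in both replicates, and 5 were 20 kb or longer, of which 1 had a summed count of at least 5. The summed count was above its expected count in 9 of the 10 loops, but its exact 95% Poisson interval lay wholly above it in 4 of 10. For replicate 1 alone the interval did so in 1 of 10 loops, and for replicate 2 alone in 0 of 10. In counts simulated for chromosome 1 of replicate 1, the fitted expectation was below the true one. When the same difference was assumed for these loops, the interval of the summed count lay wholly above the expected count in 2 of 10. When the count of a pair was kept in the depth of its own anchors, it did so in 0 of 10. Together with the 1 anchor pair of the same rule that had no count, these loops had a summed count of 69 against 40.3 expected, a ratio of 1.71 (1.33 to 2.17), or 1.29 (1.01 to 1.64) with the count of a pair kept. The paper chose the genes and loops of Fig. 6 with these same data, and the intervals do not allow for this choice. Over all 28962 loops with summed counts of at least 5, the median ratio was 2.29. The choice of loops with high counts therefore stays open as the source of the excess.

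**Figure D2:**
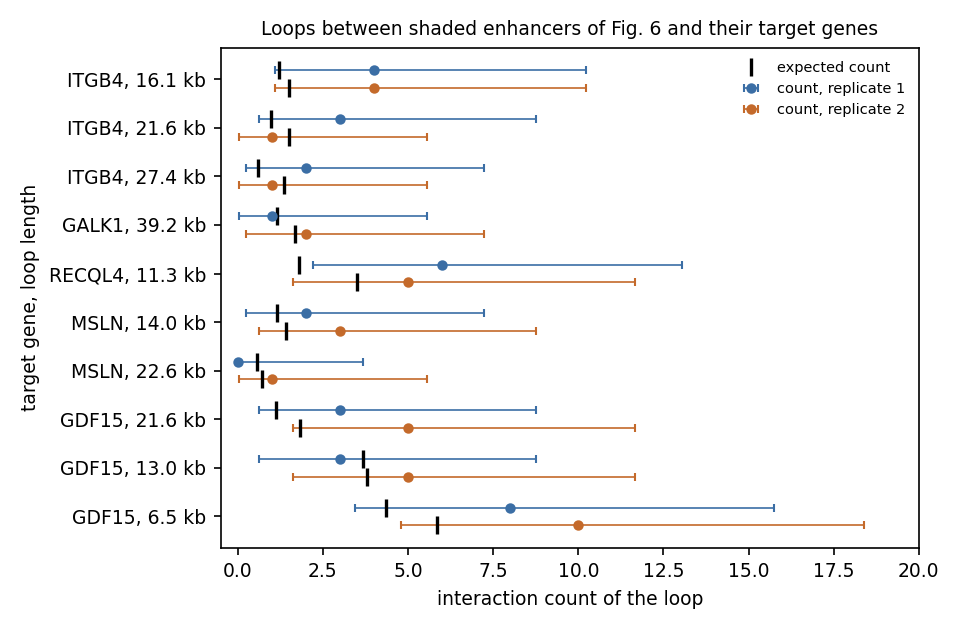
Interaction counts (x axis) of the 10 loops between shaded enhancers and their target genes (y axis, with the loop length in kb), in replicate 1 (blue) and replicate 2 (orange). Bars are exact 95% Poisson intervals of each count and black ticks are the counts expected from distance and anchor depth. The highest counts are 8 and 10, for the GDF15 loop of 6.55 kb.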

## 3. Discussion

This study shows that colorectal-specific enhancers interact with several potential target genes that are upregulated in colorectal cancer cells compared with normal colon cells, which is consistent with a previous study that show changes in the epigenome at enhancers are associated with transcriptional program to promote colon carcinogenesis [17]. Our study further unveils the regulation network of the colorectal-cancer-specific enhancers in the view of higher-order chromatin structures. HiChIP data indicated that higher-order chromatin structures induce interactions between colorectal-cancer-specific enhancers and target genes. Most altered TADs in colorectal cancer genome contain colorectal-specific enhancers. However, it is unclear whether changes in chromatin topological structures or the activation of colorectal-specific enhancers comprise the primary event in the initiation of colorectal cancer. A previous study showed that chromosomal topological changes repress stemness and invasion programs; these changes may restrain the malignant progression of colorectal cancer, and tumor-associated epigenomic changes are primarily oncogenic [11]. HiChIP data showed that some target genes of colorectal-cancer-specific enhancers are cancer-driver genes, including *RECQL4* (shown in Figure 6B), and an analysis of Hi-C data indicated that most boundary-changed TADs contain colorectal-specific enhancers (Figure 4). It is possible that the activation of colorectal-specific enhancers occurs before the alteration of higher-order chromatin structures during the occurrence and progression of colorectal cancer. Further studies are needed to verify this hypothesis.

With the development of chromatin conformation capture techniques [31,32,33,34], the analysis of higher-order chromatin structures in cancer cells has revealed complicated long-range gene networks of enhancers and indicated important functions of these enhancers or gene networks in cancer progression [8,9,10,13]. A recent study reported that mutations in enhancer loci lead to activity changes in the enhancer, affect the expression of the long-range target genes of this enhancer, and further improve the progression of prostate cancer [8]. A previous study showed that ependymoma enhancer profiles are distinct from other tissues and most super enhancers are tumor-specific and enriched with cancer-associated genes [13], suggesting important functions of these tumor-specific enhancers in the initiation of tumors. We profiled the colorectal-cancer-specific enhancers and presented the regulation networks of these enhancers based on HiChIP data, and RNA-seq data further unveiled the initiation and progression mechanisms of colorectal cancer. 

The combination analysis of HiChIP data and RNA-seq data indicated several potential target genes of colorectal-specific enhancers. *ITGB4* is one of these potential target genes. ITGB4 is one of the integrin (ITG) molecules that is associated with cell migration, proliferation, and cancer development [35,36,37]. Aberrant *ITGB4* expression has been reported in several cancers, including colorectal cancers [21,38]. RNA-seq analysis has also shown the significant upregulation of *ITGB4* in colorectal cancer tissue. A recent study indicated that ITGB4 might be a prognosis marker for the individual therapy of colon cancer [21]. Data in our study suggested that the upregulation of *ITGB4* in colorectal cancer cells may due to the regulation of colorectal-cancer-specific enhancers. We also noticed that *GALK1*, which is beside *ITGB4*, may be one of the potential target genes of the colorectal-cancer-specific enhancer that is shown in Figure 6A. HiChIP data indicated interactions between the colorectal-cancer-specific enhancer and *GALK1*, and RNA-seq analysis showed upregulation (fold change = 1.97; q = 7.76 × 10^−49^) of *GALK1* in colorectal cancer tissue compared to that in normal colon tissue. However, the interaction signal was not shown to be robust in the HiChIP data (count = 3). This may have been due to the long-range interactions between the colorectal-cancer-specific enhancer and *GALK1* (~45 kb). 

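GALK1 (ENSG00000108479.13_10) lies on the minus strand of chromosome 17 (hg19) at 73753975–73761273 and has 8 exons. The anchor at 73755461–73762656 holds its transcription start site and overlaps exons 1 to 5. The loop between this anchor and the anchor of the shaded enhancer next to ITGB4, which includes the ITGB4 promoter, had a count of 1 in replicate 1 and 2 in replicate 2, a mean of 1.5 ± 0.707 (SD, n = 2). The summed count was 3 (exact 95% Poisson interval, 0.619 to 8.77), and the paper's reported count is 3. The anchors were 39.2 kb apart between midpoints, 31.6 kb between inner edges and 46.9 kb between outer edges. Beyond 10 kb, counts of at least 5 became rarer with length. Among loops of 10 to 20 kb, 1.65% (exact 95% binomial interval, 1.57 to 1.74%) reached 5 in replicate 1 and 2.13% (2.04 to 2.22%) in replicate 2. Among loops of 30 to 50 kb, 0.293% (0.257 to 0.334%) and 0.376% (0.336 to 0.418%) did. For the summed counts, these shares were 5.61% and 0.998%. The count expected from the distance alone was 0.159 in replicate 1 and 0.187 in replicate 2, and the observed counts were 6.28 and 10.7 times as high. When the depth of the anchors was included, the expected counts were 1.14 and 1.70, and the ratio of the summed count was 1.06 (0.219 to 3.10). At this depth, the count of the GALK1 loop could not be distinguished from that of anchor pairs of the same distance and depth.

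**Figure D3:**
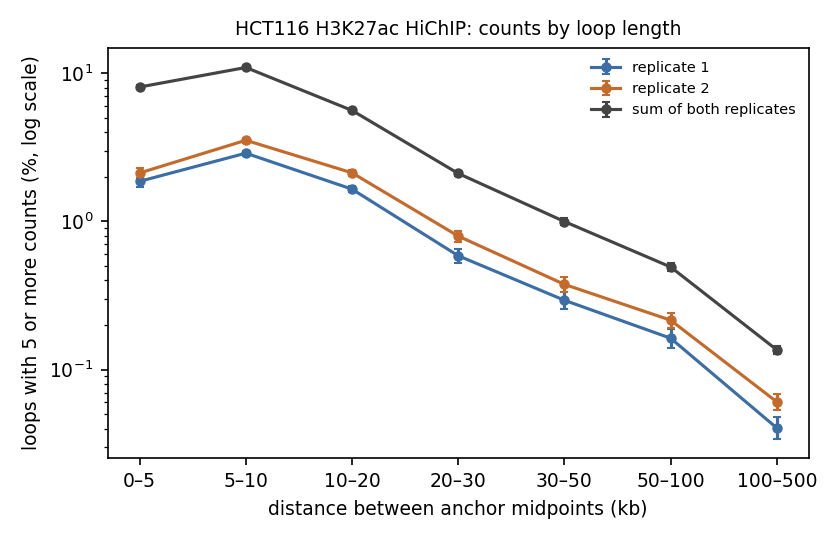
Percentage of HiChIP loops with counts of 5 or more (y axis, log scale) by the distance between anchor midpoints in kb (x axis), for replicate 1 (blue), replicate 2 (orange) and the sum of both (grey). Bars are exact 95% binomial intervals. Between loops of 10 to 20 kb and of 30 to 50 kb, the share falls from 1.65% to 0.293% in replicate 1 and from 2.13% to 0.376% in replicate 2.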

Our study suggests that *GALK1* may be regulated by colorectal-cancer-specific enhancers and be associated with the progression of colorectal cancer. However, few studies have reported the function of *GALK1* in colorectal cancer until now. 

*RECQL4* is an example of a cancer-driver gene that is regulated by colorectal-cancer-specific enhancers. RECQL4 was reported to be a DNA helicase and to function in DNA replication, repair, and recombination [39], and it plays an important role in maintaining genomic stability [40]. Several studies have indicated that RECQL4 is associated with cancer progression and may be a diagnostic marker for cancer [40,41,42,43,44], e.g., the overexpression of *RECQL4* is associated with a poor prognosis of gastric cancer [42] and predicts poor prognosis in hepatocellular carcinoma [43]. An investigation of the mutation spectrum of cancer-associated genes in patients with early onset colorectal cancer showed that *RECQL4* is one of the most often mutated genes [26]. Additionally, the present analysis of RNA-seq data from 275 colon cancer tissues and 349 normal colon tissues showed that *RECQL4* is upregulated in colorectal cancer cells. Based on the literature and the data analysis in the present study, *RECQL4* may be an important target gene of colorectal-cancer-specific enhancers and involved in the progression of colorectal cancer. HiChIP data also indicated that *MLSN* and *GDF15* interact with colorectal-specific enhancers through long-range chromatin interactions. MSLN is a cell surface protein that is reportedly highly expressed in several types of malignant tumors, including colorectal cancer [27]. Highly expressed MSLN induces an increase in cell proliferation in colorectal cancer, as well as worse prognosis [27]. In addition, MSLN was reported as one of the top cell therapy targets for tumors [45]. The upregulation of *GDF15* was reported correlate with an increased risk of recurrence and a decreased overall survival of colorectal cancer [28]. Our study suggests that the target genes of colorectal-cancer-specific enhancers may be potential targets for treating colorectal cancer. Methods such as the use of zinc-finger proteins and dCas9 to modify chromatin structures or manipulate specific enhancer–promoter interactions have been reported [46,47,48,49], indicating the potential to treat cancer by focusing on 3D chromatin structures. Our study suggests that the chromatin interactions of colorectal-cancer-specific enhancers and their target genes can be potential new targets to treat colorectal cancer. The analyses in this study were mainly based on database mining and in vitro HiChIP data from one colorectal cancer cell line, so more in vitro/vivo experiments on larger scales of human tissue samples and mouse models are needed to further validate the regulations of specific target genes by the colorectal-cancer-specific enhancers, as well as further unveil the whole regulation network of colorectal-cancer-specific enhancers. Though further studies are needed to pinpoint whether there are key driver genes in the colorectal-cancer-specific enhancer regulation network or the progression of colorectal cancer is a combined result of these target genes, our study suggests important functions of colorectal-cancer-specific enhancers in colorectal cancer progression and that these enhancers may be potential therapeutic targets of colorectal cancer.

## 4. Materials and Methods

### 4.1. Cell Culture

The colorectal cancer cell line HCT116 was obtained from the ATCC. HCT116 cells were incubated at 37 °C with 5% CO_2_ and cultured in Dulbecco’s Modified Eagle Medium (GIBCO) supplemented with 10% fetal bovine serum (FBS) (BI) and 1% penicillin-streptomycin (GIBCO). 

### 4.2. HiChIP

HiChIP was performed as previously described with modifications [33]. Briefly, cells were crosslinked with 1% formaldehyde and lysed. Then, the chromatin was digested using *Mbo*I (NEB), and the restricted ends were ligated by T4 ligase (NEB). Pelleted nuclei were dissolved in a nuclear lysis buffer (50 mM Tris-HCl, pH 7.5, 10 mM EDTA, 1% SDS, and protease inhibitors), and they were sonicated and diluted in a ChIP Dilution Buffer (0.01% SDS, 1.1% Triton X−100, 1.2 mM EDTA, 16.7 mM Tris-HCl, pH 7.5, and 167 mM NaCl). Then, immunoprecipitation was performed overnight at 4 °C by incubating H3K27ac antibodies (Abcam, Cambridge, UK) precoated on protein A-coated magnetic beads (Thermo Fisher Scientific, Waltham, MA, USA). Immunocomplexes were washed three times each with a low-salt buffer (0.1% SDS, 1% Triton X−100, 2 mM EDTA, 20 mM Tris-HCl, pH 7.5, and 150 mM NaCl), a high-salt buffer (0.1% SDS, 1% Triton X−100, 2 mM EDTA, 20 mM Tris-HCl, pH 7.5, and 500 mM NaCl), and an LiCl buffer (10 mM Tris-HCl, pH 7.5, 250 mM LiCl, 1% NP−40, 1% Na-Doc, and 1 mM EDTA). Beads were resuspended in a DNA elution buffer (50 mM NaHCO_3_ and 1% SDS). After elution, ChIP samples were incubated with 10 mg/mL of proteinase K 4 h at 55 °C. Then, DNA was purified using AMPure XP Beads (Beckman, Brea, CA, USA). Streptavidin C1 beads were used to capture biotinylated DNA. QIAseq FX DNA Library Kits were used to generate the sequencing library, and HiChIP libraries were size-selected to 300–700 bp using AMPure XP beads (Beckman) and subjected to 2 × 50-bp paired-end sequencing on HiSeq XTen (Illumina, San Diego, CA, USA).

### 4.3. ChIP-Seq Data Processing and Super Enhancer Analysis

The mapping of ChIP-seq data (Table 1) to hg19 was performed using bowtie2 [50]. H3K27ac peak calling was performed using MACS1.4 with default parameters [51]. Peak calling was separately performed for each sample. Peaks that could not be identified in each colorectal cancer sample and peaks that appeared within the region surrounding ±2.5 kb of transcriptional start sites were excluded from any further analysis. Afterwards, the H3K27ac peaks of the 7 individual samples (7 published colorectal cancer H3K27ac CHIP-seq datasets from ENCODE [16] and a published study [17]) were merged into a single set of peaks. Super enhancers were identified using the rank ordering of super enhancers (ROSE) algorithm [14]. For colorectal-cancer-specific enhancers, we removed all peak regions that contained any overlap with a peak detected in each normal colon region.

### 4.4. Unsupervised Hierarchical Clustering Analysis

A matrix of the normalized H3K27ac density was generated using HOMER [52]. Variant enhancer loci (VELs) were defined as enhancers that exhibited the greatest median absolute deviation (MAD) across all samples used for clustering. After the unsupervised hierarchical clustering between colorectal cancer and Roadmap Epigenomics samples data, 11,463 VELs were retained. These enhancers were used for unsupervised hierarchical clustering using a Pearson correlation as a distance metric.

### 4.5. t-SNE Analysis

For the clustering of H3K27ac ChIP-seq data from the colorectal cancer and normal colon cohorts together, we generated a normalized H3K27ac density matrix for both cohorts. The distance between samples was calculated by using “1- Spearman correlation coefficient” as the distance measure. The resulting distance matrix was used to perform the *t*-SNE analysis (Rtsne package).

### 4.6. HiChIP Data Processing

Valid fragment pairs and interaction matrixes were generated using Hi-C-Pro [53]. Then, interaction loop calling was performed using the hichipper [54], and the resulting interaction loops in Figure 3B–E are shown as a Circos plot [55]. For colorectal-cancer-specific enhancer loops detection, we selected loops that contained anchors that overlapped with cancer-specific enhancers.

### 4.7. Hi-C Data Analysis 

Two HiC data sets in GSE133928, BRD3179 and BRD3179N [11], representing colorectal cancer tissue and normal colon tissue, respectively, were analyzed to detect TADs in colorectal cancer cells and normal colon cells. Expanded TADs or narrowed TADs refers to the boundaries of TADs in colorectal cancer cells that are expanded or narrowed, respectively, in comparison to normal colon cells. Fusion TADs refers to two or more TADs in normal colon cells fused to one TAD in colorectal cancer cells. In comparison to normal colon cells, new insulation boundaries were formed in one TAD in colorectal cancer cells; this is referred to as a split TAD. Appeared TADs refers to TADs in colorectal cancer cells that do not exist in normal colon cells. Disappeared TADs refers to TADs in normal colon cells that disappear in colorectal cancer cells. 

## 5. Conclusions

In summary, our study shows that colorectal-cancer-specific enhancers regulate several target genes including cancer-driver genes and may play important roles in the occurrence and progression of colorectal cancer.

## Figures and Tables

**Figure 1:**
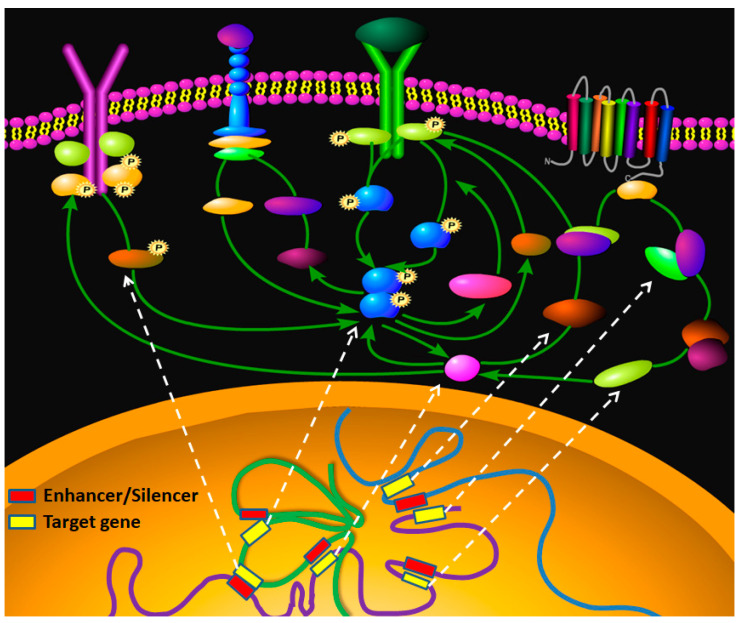
Schematic diagram of regulation networks of enhancers/silencers through higher-order chromatin structure in cancer cells. Enhancers/silencers regulate target genes through higher-order chromatin structure and affect the expressions of proteins in signaling pathways and further function in cancer progression.

**Figure 2:**
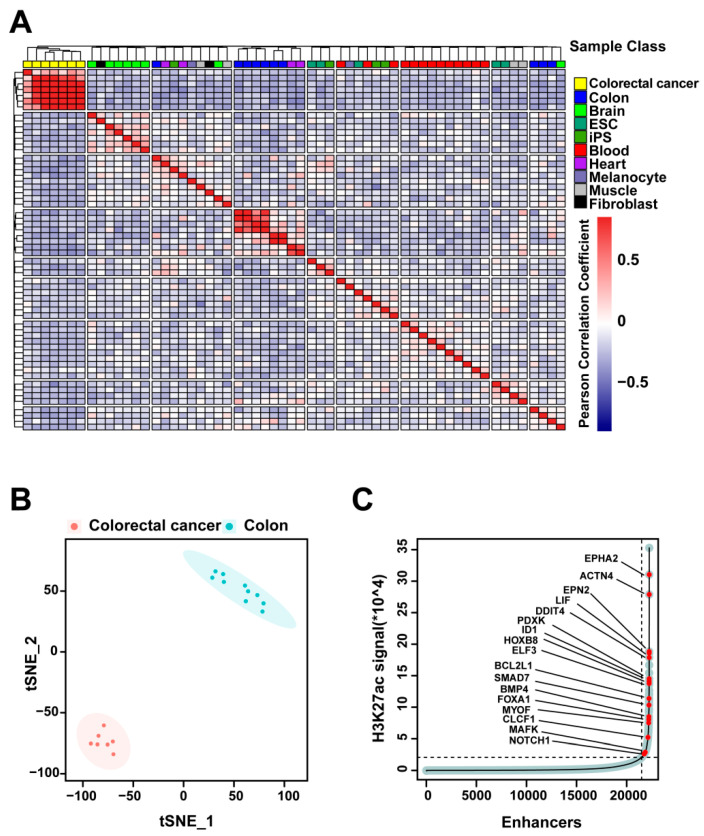
H3K27ac profiles define colorectal-cancer-specific enhancers. (**A**) The unsupervised hierarchical clustering of the 11,463 enhancer loci detected in colorectal-cancer samples (*n* = 7) compared to that of normal tissue samples (*n* = 10). (**B**) *t*-distributed stochastic neighbor embedding (*t*-SNE) analysis of normal colon-tissue-specific enhancers (Colon) and colorectal-cancer-specific enhancers. *t*-SNE_1 *p* = 2.03 × 10^−^^15^, *t*-SNE_2 *p* = 8.54 × 10^−^^12^. (**C**) Inflection plot showing the identified super enhancers among the cancer-specific enhancers.

**Figure 3:**
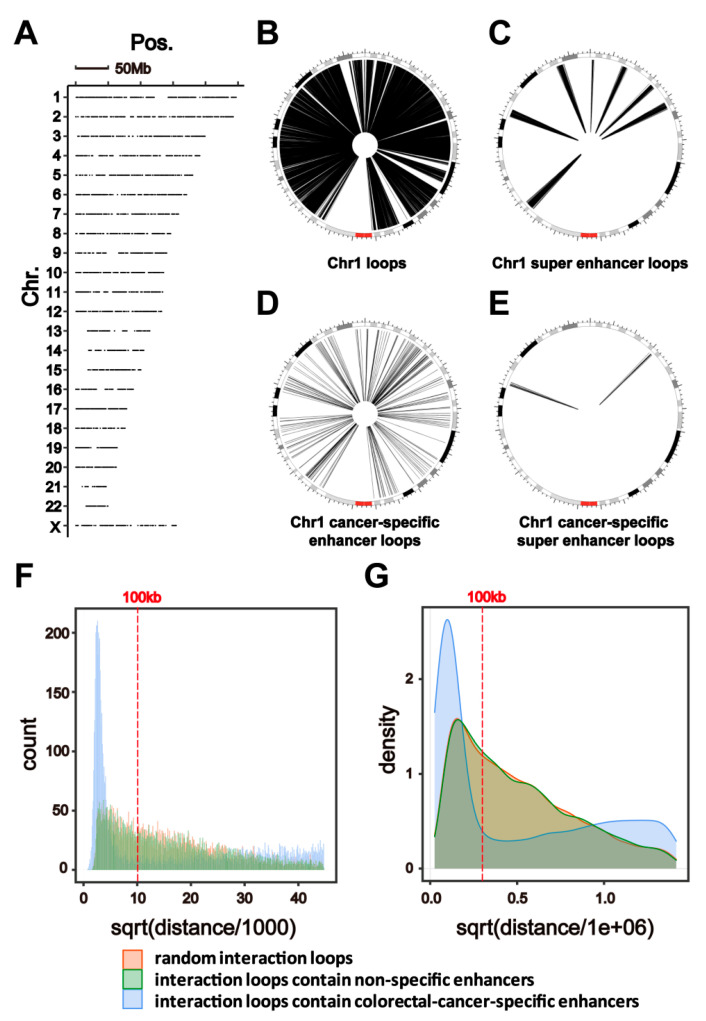
HiChIP identified chromatin interactions containing colorectal-cancer-specific enhancers. (**A**) Distributions of colorectal-cancer-specific enhancers of the human genome (hg19). (**B**,**C**) Circos plot showing interactions in Chr1, as indicated by curves extending from enhancers and super enhancers in colorectal cancer cells. Each curve in the Circos plot indicates one interaction loop that contains enhancers or super enhancers. (**D**,**E**) Circos plot showing interactions in Chr1, as indicated by curves extending from colorectal-cancer-specific enhancers and super enhancers in colorectal cancer cells. Each curve in the Circos plot indicates one interaction loop that contains colorectal-cancer-specific enhancers or super enhancers. (**F**,**G**) An analysis of the length distribution of random interaction loops from HiChIP data (red), the interaction loops that contain colorectal-cancer-non-specific enhancers (green) and colorectal-cancer-specific enhancers (blue, *p* < 2.2 × 10^−^^16^ compared with the other two groups).

**Figure 4:**
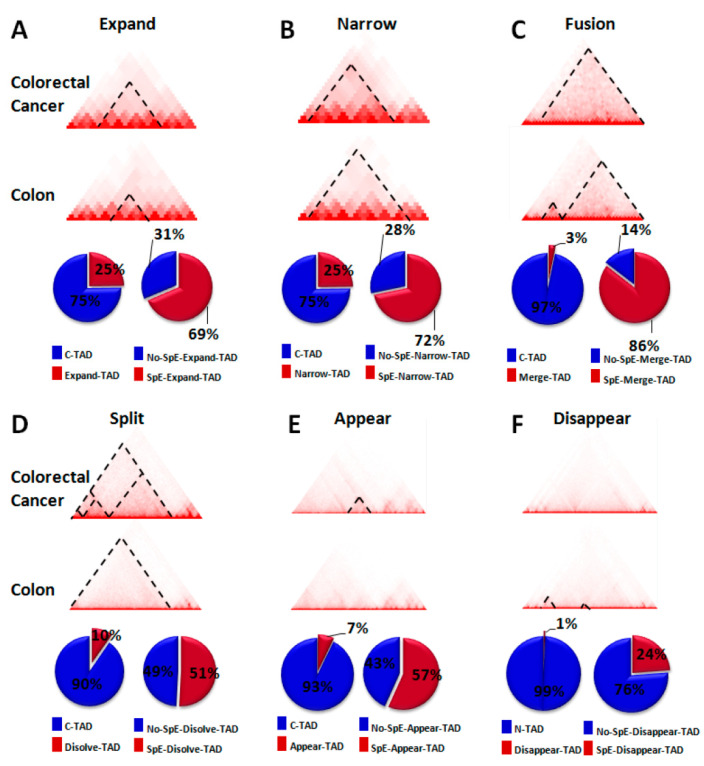
Changes of TAD boundaries in colorectal cancer cells compared to normal colon cells. (**A**) Expanded TADs in colorectal cancer cells compared to normal colon cells. (**B**) Narrowed TADs in colorectal cancer cells compared to normal colon cells. (**C**) Fusion TADs in colorectal cancer cells, where two or more TADs in normal colon cells are fused to one TAD in colorectal cancer cells. (**D**) Split TADs in colorectal cancer cells, where new insulation boundaries are formed in one TAD in colorectal cancer cells. (**E**) Appeared TADs in colorectal cancer cells that do not exist in normal colon cells. (**F**) Disappeared TADs, which are TADs in normal colon cells that disappear in colorectal cancer cells. The pie charts (**A**–**F**) show the percentages of specific categories of boundary-changed TADs (category-TAD) in the total changed TADs (C-TAD) in colorectal cancer cells (the first pie chart in each panel) and the percentages of specific categories of boundary-changed TADs containing colorectal-specific enhancers (SpE-category-TAD) in the total changed TADs of this category (the second pie chart in each panel).

**Figure 5:**
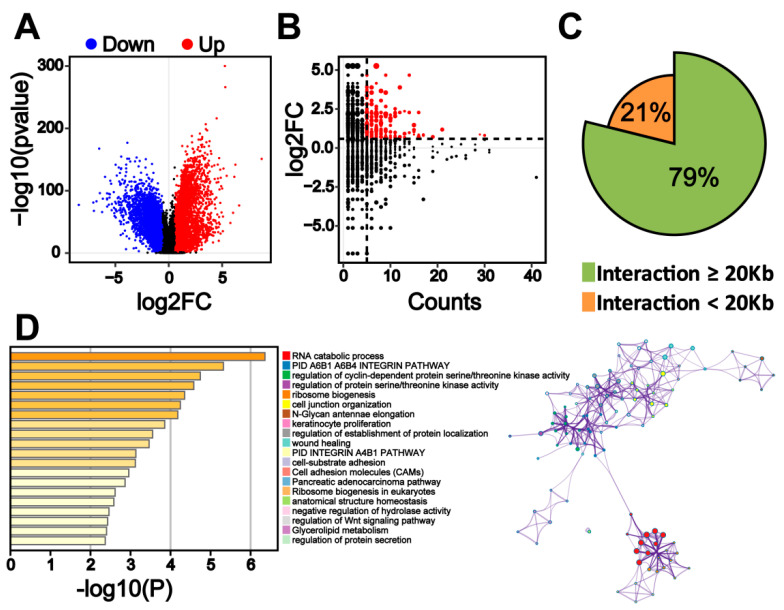
Transcriptome change in colorectal cancer cells is associated with colorectal-specific enhancers. (**A**) Volcano plot depicting gene expression changes in normal colon tissue (*n* = 349) and colorectal cancer tissue (*n* = 275). (**B**) Comparison of fold changes in gene expression based on RNA-seq and HiChIP signals. The plot shows 735 target genes. Red dots indicate target genes that were found to significantly change (fold change > 1.5; q < 0.01) in colorectal cancer tissue compared to those of normal colon tissue and have significant HiChIP signals (counts ≥ 5). (**C**) Percentage of long-range (>20 kb) interaction loops between colorectal-cancer-specific enhancers and target genes. (**D**) Functions of genes as analyzed by Metascape.

**Figure 6:**
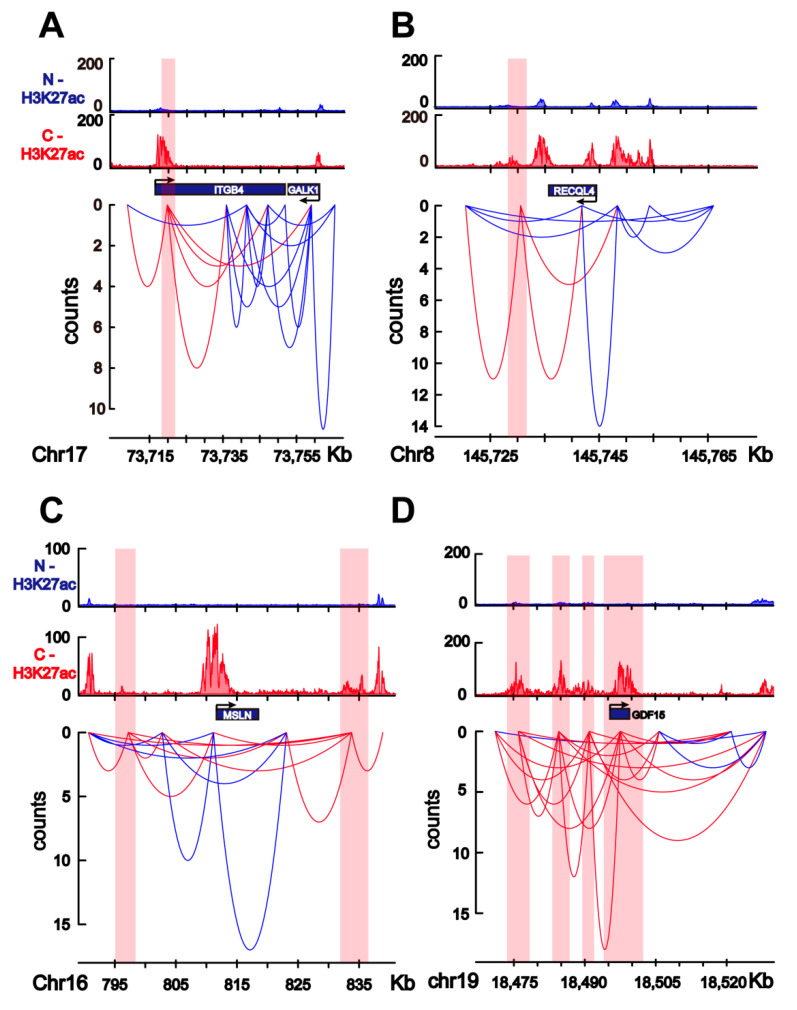
Target genes of the colorectal-cancer-specific enhancers. (**A**) H3K27ac enrichment for normal colon cells (N; blue) and colorectal cancer cells (C; red), as well as HiChIP interaction loops (red curves) between the *ITGB4* target gene and colorectal-cancer-specific enhancers. Colorectal-cancer-specific enhancers are shaded in red. Blue curves indicate other interaction loops in this area. (**B**) H3K27ac enrichment for normal colon cells (N; blue) and colorectal cancer cells (C; red), as well as HiChIP interaction loops (red curves) between the *RECQL4* target gene and colorectal-cancer-specific enhancers. The colorectal-cancer-specific enhancers are shaded in red. Blue curves indicate other interaction loops in this area. (**C**) H3K27ac enrichment for normal colon cells (N; blue) and colorectal cancer cells (C; red), as well as HiChIP interaction loops (red curves) between the *MSLN* target gene and colorectal-cancer-specific enhancers. Colorectal-cancer-specific enhancers are shaded in red. Blue curves indicate other interaction loops in this area. (**D**) H3K27ac enrichment for normal colon cells (N; blue) and colorectal cancer cells (C; red), as well as HiChIP interaction loops (red curves) between he *GDF15* target gene and colorectal-cancer-specific enhancers. Colorectal-cancer-specific enhancers are shaded in red. Blue curves indicate other interaction loops in this area.

**Table 1:** ChIP-seq data sets.

Sample Class	NO.	Sample	Data Source
Normal Colon	1	E075-H3K27ac.broadPeak	Roadmap
	2	E101-H3K27ac.broadPeak	Roadmap
	3	E102-H3K27ac.broadPeak	Roadmap
	4	E106-H3K27ac.broadPeak	Roadmap
	5	ENCFF116PPS	ENCODE
	6	ENCFF154YYF	ENCODE
	7	ENCFF193RGE	ENCODE
	8	ENCFF345LME	ENCODE
	9	ENCFF389IUW	ENCODE
	10	ENCFF779JEH	ENCODE
Colorectal Cancer	1	V400_H3K27ac	GSE36204
	2	V429_H3K27ac	GSE36204
	3	V503_H3K27ac	GSE36204
	4	V9M_H3K27ac	GSE36204
	5	ENCFF436VPF	ENCODE
	6	ENCFF570UFJ	ENCODE
	7	ENCFF720SPY	ENCODE

## Data Availability

HiChIP data were deposited in the NCBI Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/, accessed on 5 May 2021) under the accession number GSE173699. The following published datasets were used in our analysis: the GSE36204 dataset was used for H3K27ac ChIP-seq analyses [17]. Other ChIP-seq data were obtained from Roadmap Epigenomics [15] (http://www.roadmapepigenomics.org/, accessed on 24 December 2020) and ENCODE (https://www.encodeproject.org/, accessed on 24 December 2020) [16]. The GSE133928 dataset was used for Hi-C analysis (Hi-C data in colorectal cancer cells and normal colon cells) [11], and RNA-seq data were obtained from the TCGA and GEPIA database (http://gepia.cancer-pku.cn/, accessed on 10 January 2021) [56].

How the deposited data were processed for this re-analysis (not part of the article)

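H3K27ac HiChIP of HCT116 cells was analysed in 2 replicates of 1 condition, so no condition was compared with another. The authors digested chromatin with MboI, obtained valid pairs with Hi-C-Pro and interaction loops with hichipper, and deposited for each replicate the raw counts of paired-end tags joining 2 anchors of one chromosome. The counts were not normalized, and counts of an anchor with itself were included in the deposited tables. The paper's text does not name the versions, the source of the anchors, the distance limits or the genome build of the HiChIP data. Both tables used 1 anchor set, whose anchors covered 28.3% of the sequenced bases of the genome, so the resolution of a loop is that of anchors of several kilobases, and a wide anchor can hold an enhancer and promoters of several genes. The density of anchors was 19.6 per Mb on chromosome X and 92.1 per Mb on the autosomes.

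The anchors of all nuclear chromosomes ended within the hg19 lengths. The last mitochondrial anchor ended at 16571, past the 16569 bases of the mitochondrial sequence in the reference used here, and mitochondrial anchors entered no result. Genes were taken from GENCODE release 44 on GRCh37, with the canonical transcript of each gene, and a promoter was the transcription start site ± 2.5 kb. All positions are counted from 1.

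Loops were pairs of different anchors with midpoints up to 2 Mb apart, the range of the lengths shown in Fig. 3F, and each loop had the same weight. The loops of more than 2 Mb, 28.0% and 28.4% of all pairs of different anchors in replicates 1 and 2, were considered only among the additional observations. Shares are given with exact binomial (Clopper-Pearson) 95% intervals and counts with exact Poisson 95% intervals, and values over both replicates as mean ± SD. The tables hold no molecular identifiers, so the intervals cover counting error only. A loop was found in both replicates when both anchors had counts in common. The share found by chance at the same distance was estimated from pairs whose anchors were shifted by 50 anchors at the nearest available distance. These pairs were not matched for the depth of their anchors.

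The expected count of an anchor pair was computed within each replicate from 60 distance classes on a log scale and from weights of the anchors balanced in 20 rounds, over all anchor pairs including those without counts. The count of the pair itself was left out of the depth of its anchors, with an offset of 0.5. The observed count was compared with it by a one-sided Poisson test with Benjamini-Hochberg adjustment over all pairs within 2 Mb. The first form of this expectation, with the count of the pair kept in the depth, called 0 of 200 pairs raised 10-fold and 20 of 200 raised 20-fold when it was tested on simulated data. It was replaced after this result and after its first calls in the data, 1 loop in each replicate, had been seen, and its values are given as an alternative. The criterion for the simulated test was also changed after it had not been met, from a fixed number of recovered pairs to a comparison with the calls made when the true expectation is known. In the test of the form used here, on counts simulated for 22840 anchors and 4918046 pairs of chromosome 1 of replicate 1, 4, 26 and 118 of 200 pairs raised 5-, 10- and 20-fold were called, compared with 0, 26 and 113 with the true expectation. Pairs that had not been raised were called 0, 2 and 3 times. The fitted expectation of the raised pairs had a median of 0.935, 0.877 and 0.886 times the true one, so ratios of observed to expected counts are somewhat overstated.

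The replicates were checked for being 1 library by a chi-square test of their counts over loops with summed counts of at least 10. The test was also run on random splits of the summed counts (chi-square per degree of freedom 1.02, p = 0.183) and on simulated counts whose share varied between loops with an SD of 0.1 (1.57). Both replicates were counted in n.

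The genes named are those for which the paper reports HiChIP loops, namely ITGB4, GALK1, RECQL4, MSLN and GDF15. Their loops join an anchor that overlaps a region shaded as a colorectal-cancer-specific enhancer in Fig. 6, with positions read from the axis of the figure, and an anchor that overlaps the promoter. Where the shaded anchor itself holds the promoter, its loops to the gene body or to other shaded regions were taken. The rule also allowed the strongest loops of the genome to be named. The list of colorectal-cancer-specific enhancers, the ChIP-seq data, the Hi-C data and the TCGA expression data were not used here, so loops of these enhancers as a class were not analysed.

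The alternatives were the distance range, the way distance is measured, the minimum count, weighting by count, the width of promoters and shaded regions, the expectation, the adjusted p-value and each replicate left out. The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and pysam 0.24.0, and figures were drawn with matplotlib 3.10.9.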

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

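All tests in this part, of shared sequence and of anchor depth, were chosen in their present form only after the loops had been seen. The loops concern distances over 2 Mb, which the paper does not discuss, and the 3 loops given here are those with the highest summed counts, chosen after their values were seen. The design holds 1 condition, so no biological explanation was tested for any of them.

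On chromosome 1, anchors at 17050894–17055759 and 234913201–234916966, 218 Mb apart, were joined by 11 counts, 8 in replicate 1 and 3 in replicate 2. The anchors shared 0% of their sequences of 31 bases, which argues against reads shared between near-identical copies in the reference. Anchors of this depth are expected to have 0.0363 counts even at 2 Mb. The summed count exceeded this in a one-sided exact Poisson test after Bonferroni adjustment over all 1733048737 anchor pairs of over 2 Mb (adjusted p = 6.03e-15), which argues against the depth of the anchors as the source. Of the 76 counts over 2 Mb of the anchor at 234913201, 48 (63.2%) lay within 1 Mb of its partner at 17050894, compared with 12 of 217 (5.53%) for 20 neighbouring anchors. A rearrangement in HCT116 and a difference between this cell line and the reference sequence remain open and were not tested.

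On chromosome 10, anchors at 112167637–112176995 and 114290599–114302960, the latter in VTI1A, were joined by 6 counts, 3 in each replicate, at 2.12 Mb. They shared 0% of their sequences of 31 bases, which argues against shared copies. The count expected at 2 Mb for anchors of this depth was 0.371, but the loop was picked for its count, and after the same Bonferroni adjustment of the one-sided exact Poisson test the adjusted p was 1. The depth of the anchors at that distance thus stays open, since among so many pairs a count of 6 does not exclude it at this expected count.

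Also on chromosome 1, anchors at 120559436–120565564 in NOTCH2 and 145257631–145261964 in NBPF10 and genes of the NOTCH2NL family were joined by 5 counts, 1 in replicate 1 and 4 in replicate 2, at 24.7 Mb. These anchors shared 75.7% of the sequences of 31 bases of the smaller anchor, so reads placed on the wrong copy are a candidate explanation. The count expected at 2 Mb for anchors of this depth was 0.00548, and the same adjusted exact Poisson test (adjusted p = 7.1e-05) argues against the depth of the anchors as the source. Sharing of at least 10% was found in 0 of 2000 sampled loops of over 2 Mb with a summed count of 1, in 1.09% of 1739 loops with 2, in 12.1% of 33 loops with 3 and in 33.3% of 12 loops with at least 4.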

How the results depend on the processing

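The tests on summed replicates (except for the counts of the named loops) and on adjustment over pairs with counts were chosen after seeing the data. The expected count itself was also given its present form, with the count of a pair left out of the depth of its anchors, after the calls of its first form had been seen, and that first form is listed here as an alternative. All other alternatives were set before the data were examined. No paired analysis was possible because the data hold 1 condition. Leaving out each replicate gave 1017526 to 1156897 loops, 93032 to 105497 loops on chromosome 1, 42.5 to 43.3% of loops shorter than 100 kb, 81.3 to 82.2% of 20 kb or more, 0.493 to 0.596% with counts of at least 5 (0.293 to 0.376% among loops of 30 to 50 kb), 4 to 10 loops above the expectation, 32 to 37 counts over the named loops and a ratio to the expected count of 1.43 to 2.25 for them.

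The minimum count of a loop changed all results for which it was varied. With counts of at least 2 and 5, respectively, there were 126972 and 5955.5 loops per replicate and 11539.5 and 490.5 on chromosome 1. The share shorter than 100 kb was 83.8% and 96.7%, the share of 20 kb or more 44.6% and 19.0%, and the share found in both replicates 50.8% and 90.9%. Fewer loops are left by construction, and the cause of the changed lengths was not tested. For the other changes in this part, the cause was not tested unless stated.

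The share shorter than 100 kb was 41.5% between 5 kb and 2 Mb, 30.8% without an upper limit, 43.6% between inner edges and 49.6% with loops weighted by count, and the share of 20 kb or more was 83.7%, 86.9%, 79.3% and 75.2%. Without an upper limit, 0.391% of loops had counts of at least 5. Among loops of 30 to 50 kb, it was 0.257% when measured between inner edges. Counts of both replicates summed are larger by construction, and gave 1.47% of loops with counts of at least 5, 0.998% among loops of 30 to 50 kb and 19.9% of 20 kb or more among those with at least 5. Where the replicates were compared over loops with summed counts of at least 20, they no longer differed beyond sampling noise (chi-square test, p = 0.761), with fewer loops tested.

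The number of loops above the expectation, 7 per replicate on average, was 6 with a lower distance limit of 5 kb. It was 20 at an adjusted p-value under 0.05, 1563.5 with an expectation from distance alone, 123 with adjustment over pairs with counts, 39 for the summed replicates and 1 with the count of a pair kept in the depth of its anchors. This last form, which was the first one computed, lowers the ratio by construction. Under it, the exact 95% Poisson interval of the summed count lay wholly above the expected count in 0 of the 10 named loops, compared with 4 of 10 in the present form and 2 of 10 when the bias of the present form in simulated counts is allowed for, while the count itself was above the expected count in 7 of 10 loops, compared with 9 of 10 in the present form. The median ratio of the named loops per replicate was 1.84, and 8.34 with distance alone, since their anchors are deep. The counts of the named loops, 34.5 per replicate, became 39 with the whole gene body, which adds loops by construction, and 69 when summed. Overlap of anchors by at least 50% changed nothing, as both replicates use 1 anchor set. For the loops of each gene, 14 alternatives stayed within the spread between replicates and 6 gave higher counts. Values with either replicate left out are not counted here, since with 2 replicates they lie within that spread by construction.

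The depth limits statements on single loops. With counts of 1 to 5, the exact Poisson intervals span several-fold.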

Differences from the paper's values

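The paper's count of the GALK1 loop is 3, and the mean count per replicate was 1.5. Of the alternatives set before the data were examined, only the sum of both replicates gave 3. Replicate 2 alone gave 2, which is within 1.5 times of the paper's count, while replicate 1 alone gave 1 and the wider shaded region, the narrower promoter and the whole gene body gave 1.5, which are not. The paper's distance of the GALK1 loop is 45 kb and that of the RECQL4 enhancer is 15 kb, compared with 39.2 kb and 11.3 kb between anchor midpoints, which is within 1.5 times.

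The counts drawn in Fig. 6 were also higher than the mean per replicate in all 19 loops whose counts were read by eye, and in 18 of them by more than the spread between replicates. In Fig. 6A, loops of about 4, about 8, about 4 and about 3 had means of 2, 4, 2 and 1.5. In Fig. 6B, loops of about 11, about 11, about 5 and about 14 had means of 5.5, 5.5, 2.5 and 7. In Fig. 6C, loops of about 3, about 5, about 10, about 17 and about 7 had means of 1.5, 2.5, 5, 8.5 and 3.5, and the first of these is the one within the spread. In Fig. 6D, loops of about 7, about 8, about 12, about 8, about 18 and about 9 had means of 3.5, 4, 6, 4, 9 and 4.5. The sum of both replicates equalled the count read in 19 of 19 loops. With replicate 2 alone 15, and with replicate 1 alone 17, of the 19 counts still differed from the count read by more than 1.5 times.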

Other observations

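The tests of whether the replicates are 1 library or separate cultures, of the named loops as a set, of gene density in their present form and of the choice of loops with high counts were chosen only after the result was seen, while the chi-square test of the replicates over loops was set before. The design holds 1 condition, so no biological explanation was tested.

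The counts of both replicates varied little more than sampling. The chi-square per degree of freedom over loops was 1.05, compared with 1.02 for random splits of the summed counts, and 18.6% of loops were found in both parts of such a split on average. Over anchor totals with summed counts of at least 20, it was 1.01 (chi-square test, p = 0.000733), a slight difference beyond sampling noise. Over chromosome totals, it was 0.992 (same chi-square test, p = 0.470). The share of counts joining an anchor with itself differed between the replicates (chi-square 2657 with 1 degree of freedom), which argues against a single library split at random into both tables. Separate cultures with little variation and separate libraries of the same culture cannot be told apart, since no value here separates them, so the SD between replicates may understate the variation between cultures.

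The named loops of Fig. 6 as a set had more counts than expected from the distance and depth of the anchors. Over all 11 anchor pairs of the rule, of which 1 had no count, the summed count was 69 against 40.3 expected, a ratio of 1.71 (exact 95% Poisson interval, 1.33 to 2.17). It was 1.50 (1.17 to 1.90) when the bias of the fitted expectation in simulated counts was allowed for. This bias was simulated for chromosome 1 of replicate 1, and it need not hold for the summed counts of these pairs. Under the first form of the expectation, with the count of the pair kept in the depth of its anchors, it was 1.29 (1.01 to 1.64). In the test of single loops, which was set before, the interval held the expected count in 6 of the 10 loops, but at these counts it is too wide to tell for a single loop. It lay wholly above it in 4 of 10, in 2 of 10 with the bias allowed for and in 0 of 10 under the first form. The median ratio was 1.70 (range 0.794 to 2.90). Among all 28962 loops with summed counts of at least 5, 40.1% had an interval wholly above the expected count, with a median ratio of 2.29, so the choice of loops with high counts is a candidate explanation that stays open. The intervals of the named loops do not allow for such a choice, so distance and depth as the whole cause stay open too.

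The regions of the named genes held many loops with high counts. Within 2.5 Mb of RECQL4, 5.06% of loops had summed counts of at least 5, more than in 100% of the 50 windows elsewhere with the nearest number of promoters, whose median was 1.85%. Around ITGB4, the share was 3.91%, above 98% of such windows. The value for ITGB4 argues against gene density as the whole cause there. For RECQL4, the matched windows cannot decide it, since its shortened region holds its promoters more densely than full windows with as many promoters. The RECQL4 share was also above that of 100% of all windows elsewhere, whatever their number of promoters. The share was 3.98% around MSLN, above 94%, and 2.64% around GDF15, above 68%, so gene density may account for these. The matching was loose and used the number of promoters, not their density. The windows for RECQL4 held 64 to 124 promoters compared with 94 and those for ITGB4 67 to 139 compared with 105. The RECQL4 region is shortened by the end of chromosome 8 and the MSLN region by the start of chromosome 16. The summed counts per anchor were 22.7 around RECQL4 and 22.1 around ITGB4, compared with 13.8 around MSLN and 11.1 around GDF15. The windows were not matched for this depth. Of the windows of like depth elsewhere, that at 45 to 50 Mb of chromosome 17 had a share of 3.96% at 21.2 counts per anchor. The window at 85 to 90 Mb of chromosome 16 had 3.56% at 21.4. These shares are near that of ITGB4 and below that of RECQL4. Depth is thus a candidate explanation of the higher shares and stays open. Copy number was not tested.

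Of 19812 protein-coding genes, 16465 (83.1%) had an anchor within 2.5 kb of the transcription start site, 6067 (30.6%) had a loop with a summed count of at least 5 at it, and 4723 (23.8%) had such a loop to an anchor without a promoter. Of the 6366 loops of this kind, 25.1% were 20 kb or longer, compared with 88.4% of the 304482 loops between a promoter anchor and another anchor at any count. These loops are not limited to colorectal-cancer-specific enhancers. Of the anchors with promoters, 11.0% held more than 1, so a loop to such an anchor does not name a gene.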
